# Comparative Transcriptomes Profiling of Photoperiod-sensitive Male Sterile Rice Nongken 58S During the Male Sterility Transition between Short-day and Long-day

**DOI:** 10.1186/1471-2164-12-462

**Published:** 2011-09-25

**Authors:** Wei Wang, Zhenwei Liu, Zhibin Guo, Gaoyuan Song, Qin Cheng, Daiming Jiang, Yingguo Zhu, Daichang Yang

**Keywords:** transcriptome profiling, PGMS, male sterility transition, circadian rhythm, flowering

## Abstract

**Background:**

Photoperiod-sensitive genic male sterile (PGMS) rice, Nongken 58S, was discovered in 1973. It has been widely used for the production of hybrid rice, and great achievements have been made in improving rice yields. However, the mechanism of the male sterility transition in PGMS rice remains to be determined.

**Results:**

To investigate the transcriptome during the male sterility transition in PGMS rice, the transcriptome of Nongken 58S under short-day (SD) and long-day (LD) at the glume primordium differentiation and pistil/stamen primordium forming stages was compared. Seventy-three and 128 differentially expressed genes (DEGs) were identified at the glume primordium differentiation and pistil/stamen primordium forming stages, respectively. Five and 22 genes were markedly up-regulated (≥ 5-fold), and two and five genes were considerably down-regulated (≥ 5-fold) under SD during the male sterility transition. Gene ontology annotation and pathway analysis revealed that four biological processes and the circadian rhythms and the flowering pathways coordinately regulated the male sterility transition. Further quantitative PCR analysis demonstrated that the circadian rhythms of *OsPRR1, OsPRR37, OsGI, Hd1, OsLHY *and *OsDof *in leaves were obviously different between Nongken 58S and Nongken 58 under LD conditions. Moreover, both *OsPRR37 *and *Hd1 *in the inflorescence displayed differences between Nongken 58S and Nongken 58 under both LD and SD conditions.

**Conclusion:**

The results presented here indicate that the transcriptome in Nongken 58S was significantly suppressed under LD conditions. Among these DEGs, the circadian rhythm and the flowering pathway were involved in the male sterility transition. Furthermore, these pathways were coordinately involved in the male sterility transition in PGMS rice.

## Background

Photoperiod-sensitive genic male sterile (PGMS) rice, Nongken 58S, was discovered as a spontaneous mutant in the japonica rice cultivar Nongken 58 (*Oryza sativa *ssp. *japonica*) grown in Hubei Province, China in 1973 [1]. It has since been used for production of hybrid rice, and during the past two decades, great achievements have been made in improving rice yields in China using two-line hybrid rice. Several important features of Nongken 58S have been characterised. Its fertility is highly regulated by day length at specific inflorescence developmental stages. Complete male sterility can be induced when the day length is greater than 14 h from the glume primordium differentiation stage to the pollen mother cell forming stage. However, male fertility returns gradually when the day length is shorter than 14 h [1]. This is called the second photoperiod phenomenon [2], referring to the short day photoperiod that rice requires for the transition from vegetative growth to reproductive growth [2]. This agronomic trait is genetically controlled by a recessive locus within the nuclear genome. However, the genetic loci vary depending on the genetic background of the recipient parents. That is, when crossed with a less photoperiod-sensitive cultivar, the genes for the trait appear as two or three loci [3-7]. The photoperiod sensitivity can also be affected by temperature when the *pms *gene is crossed into a temperature-sensitive cultivar. Previous studies have indicated that phytochromes and cryptochromes are involved in the male sterility transition [2]. Because male sterility is highly and coordinately regulated by day length and temperature, this leads to difficulty in the accurate identification of the male sterile phenotype in the segregation populations between *japonica *and *indica *under natural conditions. Although it would be of great value to breeders, this makes mapping the *pms *gene challenging [3-5,8,9]. It is important to understand the molecular mechanism of the male sterility transition and to explore whether the light or circadian rhythm signal transduction pathway is involved in this process. It may also be useful to understand how light or the circadian rhythm regulates microsporocyte development. This information could assist breeders in selecting recipient parents for molecular breeding programs.

Circadian rhythms, in general, take the form of sinusoidal waves that can be described using mathematical terms such as period, phase and amplitude [10-12]. The expression of several genes has been found to be associated with the circadian rhythm in *Arabidopsis*. These include *TIMING OF CAB EXPRESSION1 *(*TOC1*) [13], *LATE ELONGATED HYPOCOTYL *(*LHY*) [14], *CIRCADIAN AND CLOCK ASSOCIATED1 *(*CCA1*) [15] and *GIGANTEA *(*GI*). *TOC1, LHY, CCA1 *and unknown factor Y [16,17] comprise interlocked transcriptional feedback loops. These feedback loops play important roles in the plant central clock. These loops integrate environmental factors, such as light and temperature, into the central clock through the input signaling pathway and import the rhythm signal into downstream signaling pathways through output signaling pathways.

Two main pathways controlling flowering time are found in rice. One is the *EARLY HEADING DATE1 *(*Ehd1*)/*HEADING DATE3a *(*Hd3a*)/*RICE FLOWERING LOCUS T1 *(*RFT1*)-dependent pathway [18-22]. In this pathway, the upstream gene *Ehd2*/*RID1*/*OsId1*, under short-day (SD) conditions, activates *Ehd1. Ehd1 *then activates *Hd3a*/*RFT1 *to promote rice flowering. By contrast, *Ehd1 *is suppressed under long-day (LD) conditions. *Hd3a*/*RFT1 *is also suppressed, leading to the inhibition of rice flowering [21]. The other pathway is the *HEADING DATE1 *(*Hd1*)-*Hd3a*/*RFT1*-dependent pathway [18,23]. In this pathway, *Hd1 *is activated by *OsGI *under LD or SD conditions. *Hd1 *then activates *Hd3a*/*RFT1 *expression and promotes flowering under SD conditions. However, *Hd1 *suppresses *Hd3a*/*RFT1 *expression and inhibits flowering under LD conditions [18,24,25]. Previous research has indicated that circadian rhythms and day length are not only involved in the promotion of reproductive organs from the vegetative stage in higher plants [11,26,27], but are also involved in various physiological processes, including photosynthesis [28,29], starch metabolism [30-32], phytohormone response [32-35], hypocotyl elongation [36,37], and plant-pathogen interaction [38]. However, the involvement of these two signaling pathways in the male sterility transition has not been reported.

This paper reports the comparison of the transcriptomes of Nongken 58S under SD and LD conditions during the male sterility transition. The repressive expression profile under LD conditions identified 183 differentially expressed genes (DEGs). Gene ontology (GO) and pathway analysis of the DEGs revealed that the circadian rhythm and the flowering pathways were involved in the male sterility transition. In further analysis, qPCR results indicated that the circadian rhythms of *OsPRR1, OsPRR37, OsGI, Hd1, OsLHY *and *OsDof *in Nongken 58S were significantly different from those in Nongken 58. This suggests that the circadian rhythm and the flowering pathways were coordinately involved in regulation of the male sterility transition.

## Methods

### Plant materials

The varieties Nongken 58 and the mutant Nongken 58S (*Oryza sativa *L. ssp. *japonica*) were used for this study. All plants were grown under natural conditions at Wuhan University Campus. SD (10-h light/14-h dark) treatment was conducted when the seedlings had greater than five leaves. Differentiation from vegetative growth to reproductive growth was promoted after 10-12 days of SD treatment. When the inflorescences had developed to the secondary branch differentiation stage, the rice plants were divided into two groups for LD (15-h light/9-h dark) and SD treatment, respectively.

### RNA isolation and cDNA synthesis

For total RNA isolation, the second fully expanded leaf was harvested at two developmental stages: glume primordium differentiation and pistil/stamen primordium formation. For diurnal expression profile analysis, the leaves were harvested at 4 h intervals over 1 day, frozen immediately in liquid nitrogen, and stored at -80°C until use [39]. The samples are annotated in Additional file 1, Table S1.

A TRIzol Reagent Kit (Invitrogen, Carslbad, USA) was used for total RNA isolation following the manufacturer's instructions. Total RNA was treated with RNase-free DNase I (New England Biolabs, Hitchin, UK) to remove DNA contamination before cDNA synthesis. Two micrograms of total RNA and Oligo (dT) were used as template and primers for first strand cDNA synthesis by M-MLV reverse transcriptase (Promega, Madison, USA).

### Microarray analysis procedure and comparison strategy

Two micrograms of total RNA were used for double-stranded cDNA synthesis, and biotin-tagged cRNA was prepared using a MessageAmp™ II cRNA Amplification Kit according to the manufacturer's instructions. The resulting bio-tagged cRNA was fragmented into strands of 35-200 bases according to Affymetrix protocols. The fragmented cRNA was hybridised to an Affymetrix GeneChip Rice Genome Array containing 48,564 and 1,260 transcripts representing the *japonica *and *indica *cultivars, respectively. The microarray and data analysis were contracted to CapitalBio Corporation (Beijing, China). The hybridisation was performed at 45°C with rotation for 16 h (GeneChip Hybridization Oven 640, Affymetrix). The GeneChip arrays were washed and then stained (streptavidin-phycoerythrin) on an Affymetrix Fluidics Station 450. Scanning was conducted using a GeneChip Scanner 3000. All chip data represented biological triplicates.

The scanned images were examined by visual inspection and then processed to generate raw data using the default setting of GeneChip Operating Software (GCOS 1.4). dChip software was used to perform invariant-set normalization to normalize the arrays according to dChip users' manual. 5% of Perfect-Match (PM) probe signals were used as background removal. Annotation of the samples is shown in Additional file 1, Table S1. The samples were compared as follows: G-SSD2 vs. G-SLD2 and P-SSD2 vs. P-SLD2. The criteria for determining up- and down-regulated genes were fold changes (FCs) of ≥ 2 and ≤ 0.5, respectively. The complete microarray data have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO series accession number GSE29820.

### Cluster, gene ontology annotation and pathway analysis

All microarray data were analysed using Significant Analysis of Microarray (SAM) 3.02 software. Genes with FC ≥ 2 or FC ≤ 0.5 were chosen for the t-test, and genes with *P *values < 0.05 were chosen for further analysis. Cluster analysis was performed using Cluster 3.0 software. GO annotation was performed using the GeneOntology Enrichment Analysis Software Toolkit (http://omicslab.genetics.ac.cn/GOEAST/php/affymetrix.php) [40,41]. GOs with *P *values < 0.01 were selected. Pathway analysis was accomplished using the MAS 3.0 system (http://www.capitalbio.com/index.asp) (CapitalBio Corporation, Beijing, China) and by searching the Kyoto Encyclopedia of Genes and Genomes, BioCarta and GenMAPP databases. Pathways with *P *values < 0.01 were selected.

### Quantitative PCR analysis

For quantitative PCR, the cycling conditions were 95°C for 10 min, followed by 40 cycles of 95°C for 10 s and 60°C for 30 s, and then a melting curve from 60°C to 95°C in 0.3°C increments. Negative controls without the template DNA were used to ensure that primer dimers were not interfering with amplification. qPCR data was captured and analysed using StepOne software (ver. 2.0). The relative gene expression levels in each cDNA sample were obtained by normalisation to *ACTIN1 *using the formula 2^-(CT gene - CT actin1) ^[42]. The primers used in this study are listed in Additional file 2, Table S2. All qPCR data is the result of biological triplicates.

## Results

### Dynamic transcriptome profiling of photoperiod treatment during the male sterility transition

As shown in Figure 1, pollen abortion was induced in Nongken 58S under LD conditions (15-h light/9-h dark) from the glume primordium differentiation to the pollen mother cell forming stages (Figure 1A-C) [2,43]. Under SD conditions (10-h light/14-h dark), the pollen partially regained fertility (Figure 1E, G). By contrast, pollen fertility in Nongken 58 was not affected (Figure 1D, F). These results indicated that the fertility of PGMS could not be completely restored using normal photoperiod conditions, implying that some defective signaling pathway may be constitutively affected. To investigate the transcriptome changes during the male sterility transition process in PGMS rice, we chose the leaves, light signal receiver, as experimental material at photoperiod-sensitive stage. Based on preliminary experiments, the diurnal expression profiles of those genes peaked at 02:00 h (data not shown). Thus, 02:00 h was selected as the expression profile time point for the microarray. Affymetrix GeneChips were used for global transcriptome profiling analysis. 

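Leaf RNA of Nongken 58S, the photoperiod-sensitive male sterile line, was measured on 12 Affymetrix rice arrays, 3 biological repeats in each of 4 groups. Leaves came from the glume primordium differentiation stage (G) and the pistil/stamen primordium forming stage (P), under SD of 10 h light and 14 h dark (G-SSD2 and P-SSD2) or LD of 15 h light and 9 h dark (G-SLD2 and P-SLD2). One deposited table holds a linear signal intensity for each of 57381 probe sets on each array, without gene names, and GCOS 1.4 is the tool named in the submitters' processing notes. The median signal of the arrays ran from 6.92 to 9.18, so log2 signals were quantile normalized here before limma was fitted with 1 coefficient per group. The fit covered the 25360 probe sets that reached the 60th percentile of their array on at least 3 arrays, after 187 control and reporter probe sets were left out. The other deposited tables hold the authors' signals of named genes with a fold of at least 2 or at most 0.5, 105 genes at G and 201 genes at P, which the methods describe as normalized in dChip by an invariant set. Because these genes had been chosen by their fold on the same arrays, their limma p-values were adjusted as if all 57194 probe sets other than controls had been tested, which does not undo the choice by fold. What was not listed had no p-value here and was counted as having a larger one than the listed genes. The adjusted p is thus an upper bound for this adjustment, called the test over the array below. A gene that did not pass it may still have differed. Only genes with such an adjusted p under 0.05 are said to have risen or fallen, and every direction is that of SD relative to LD. The number of arrays limits the precision of each mean. On the array of P-SSD2 repeat 1 the 3' probe set of the bioD spike-in read 142.5, against 1937 to 2639 on the other 11 arrays.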

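Across the 57194 probe sets, the Pearson correlation of the linear signals between repeats of 1 group had a median of 0.935 over the 12 pairs of arrays. It was lowest, at 0.857, for repeats 1 and 3 of P-SSD2, and highest, at 0.965, for repeats 1 and 2 of G-SSD2. On the log2 scale, where dim probe sets weigh more, the 12 values ran from 0.842 to 0.905. These are correlations across probe sets, which are not independent replicates.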

The correlation coefficients between different biological repeats were calculated, and the result indicates that the profilings were reproducible (Additional file 3, Table S3). A total of 20,444 and 19,964 transcripts were detected *P *values < 0.05 in the comparison of G-SSD2 vs. G-SLD2 and P-SSD2 vs. P-SLD2, respectively. In comparing the SD and LD conditions at the two developmental stages, 183 DEGs with two fold changes were detected *P *< 0.05.

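The florigen gene Hd3a, its activator Ehd1 and the floral organ identity gene OsMADS1 were listed as higher in SD at both stages. The thiamine biosynthesis gene thiC and the clock gene OsLUX (LOC_Os01g74020) were listed as lower in SD at both. Of the 30 loci listed at both stages, 28 had the same direction at each. The entries with a P value under 0.05 in the authors' deposited tables numbered 183 over both stages, 18 of them at both. Over all probe sets kept, 40 were higher in SD at both stages by the thresholds of a 2-fold difference and an unadjusted p under 0.05, where independent lists would share 2.09 (Fisher's exact test, p = 9.3e-40), and 20 were lower at both, where independent lists would share 2.61 (p = 1.5e-12). Probe sets are not independent of each other, which makes these p-values too small. Both lists also came from the same fit, which used the same spread of a probe set for both stages. A probe set with a small spread thus passed the p threshold more easily at both, even without an effect of day length. The lists were therefore not independent by construction, and these p-values cannot decide whether the stages shared an effect.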

**Figure 1:**
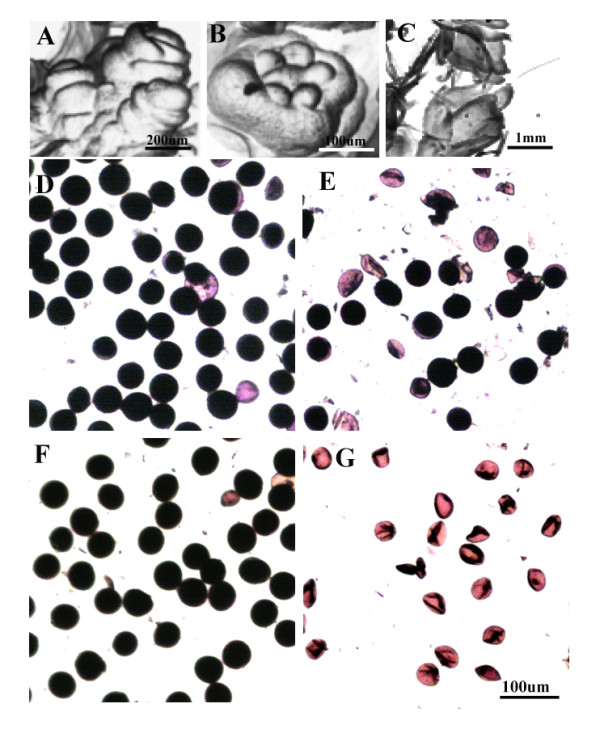
**Pollen fertility of Nongken 58S and Nongken 58 under LD and SD conditions **Scanning microscope images of rice inflorescence developmental stages and the pollen fertility of Nongken 58 and Nongken 58S under LD and SD conditions. (A) glume primordium differentiation stage, Bar = 200 μm; (B) pistil/stamen primordium forming stage, Bar = 100 μm; (C) pollen mother cell forming stage, Bar = 1 mm; Pollen fertility of Nongken 58 (D) and Nongken 58S (E) under SD conditions. Pollen fertility of Nongken 58 (F) and Nongken 58S (G) under LD conditions Bar = 100 μm; D, E, F have the same magnification as G. Pollen was stained with 1% I_2_/KI and observed under a light microscope.

The DEGs were categorised using Cluster 3.0 software (Figure 2A, B, C). The number of DEGs with FC ≥ 2 or ≤ 0.5 increased significantly as inflorescence development proceeded (Figure 2D, E; Additional file 4, Table S4; Additional file 5, Table S5). At the glume primordium differentiation and the pistil/stamen primordium forming stages, 73 and 128 DEGs with FC ≥ 2 or ≤ 0.5 (*P *< 0.05) were detected, respectively (Figure 2D). 

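The genes with a P value under 0.05 in the authors' deposited tables went in both directions at each stage. They numbered 73 at G, with Hd3a at the head of those higher in SD and the clock gene OsPRR37 among those lower, and 128 at P, with OsPDIL5-3 at the head of those higher in SD and OsLUX and thiC among those lower. These P values equal those of a one-sided comparison paired by repeat number, computed again here from the signals. Two-sided, 53 genes at G and 81 genes at P had a P value under 0.05. With limma and adjustment over the array, 2 genes rose at G, Hd3a among them, and 9 genes rose at P, and no listed gene fell at either stage. Every listed gene had an unadjusted limma p under 0.05, but the choice of the lists may have fixed this. In an unpaired comparison of the log signals no listed gene had a p over 0.089 at G or 0.099 at P, so a cut by p is possible. At P, where the repeat numbers pair the arrays, 0 of the 9 calls were left with the repeat number as a block. Over all probe sets, at a 2-fold difference and an unadjusted limma p under 0.05, 282 differed at G and 896 at P, but 431 at G without G-SLD2 repeat 2, and 1401 and 2053 at P without P-SSD2 repeat 2 and repeat 3. At that p without the fold threshold there were 558 at G (425 to 657 with 1 array left out). At P there were 1650 (1157 to 3140 with 1 array left out). Chance alone gives 1268, so the count at G was below it. With only the 6 arrays of a stage the counts were 897 at G and 990 at P, and with array weights 1269 and 1672. They thus depended on how the spread was estimated, and a count below chance does not show that day length had no effect.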

Five genes were identified as markedly up-regulated (≥ 5-fold) and two genes were noted as considerably down-regulated (≥ 5-fold) under SD conditions at the glume primordium stage (Figure 2E; Additional file 4, Table S4). 

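Hd3a passed the test over the array at this stage. Ehd1 and OsMADS1 were also over 5-fold higher in SD. OsDof (LOC_Os01g15900), a Dof-type zinc finger gene, had a signal of 686 ± 188 (SD, n = 3) in G-SSD2 and 130.4 ± 106 (SD, n = 3) in G-SLD2, a 5.26-fold difference with an adjusted p of 1 from limma. The gene of the wall-associated kinase OsWAK36 (LOC_Os04g24510) was 5.18-fold higher, with P = 0.0769 in the authors' deposited table. Of the lower genes, LOC_Os08g41910, annotated as protein yciO, had a signal of 43.7 ± 7.01 (SD, n = 3) in SD and 340.1 ± 84.2 (SD, n = 3) in LD, with an adjusted p of 0.19 from limma. The ratio of SD to LD was 0.201 for the receptor-like kinase gene LOC_Os02g13430 and 0.206 for the oligopeptide transporter gene LOC_Os02g46850. At a ratio of at least 5 or at most 0.2, with the authors' P value under 0.05, 5 genes were higher and 1 was lower.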

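At the pistil/stamen primordium forming stage the gene of the protein disulfide isomerase OsPDIL5-3 (LOC_Os02g34530) rose from a signal of 17.4 ± 1.05 (SD, n = 3) in P-SLD2 to 1135 ± 43.2 (SD, n = 3) in P-SSD2, a log2 difference of 6.03 (standard error 0.28, adjusted p = 0.0039 from limma). LOC_Os10g09200, a hypothetical protein gene, rose by 5.81 on the log2 scale (standard error 0.35, adjusted p = 0.0093 from limma). Hd3a and Ehd1 also rose, as did LOC_Os01g71094, annotated as a basic 7S globulin precursor (9.51-fold), and LOC_Os11g41170, annotated as the disease resistance protein RPM1 (7.62-fold). The mean LD signals of LOC_Os10g09200 (7.93) and LOC_Os11g41170 (9.91) were dim, as were those of Hd3a and Ehd1. No background was measured here, so the sizes of these differences are not known. LOC_Os04g46100, of unknown function, was lower in SD, 59.7 ± 12.7 against 531 ± 69.3 (SD, n = 3 each), with an adjusted p of 0.084 from limma. At a ratio of at least 5 or at most 0.2, with the authors' P value under 0.05, 22 genes were higher in SD and 3 were lower. All 9 genes that rose lost the call with the repeat number as a block, and without P-SLD2 repeat 1 or repeat 3 the number of calls was 0. Of the listed genes, 9 had every SD signal over 60 and over 6 times every LD signal, LOC_Os02g34530, LOC_Os10g09200 and LOC_Os01g71094 among them, and 2 of all 57194 probe sets did (5 without P-SSD2 repeat 1), where the largest fold was 11.1 at an SD mean of at least 300 and 55.6 at a mean of at least 200. The 65.1-fold rise of OsPDIL5-3 is thus one in the authors' signals, and no probe set with an SD mean of at least 300 had a fold of that size.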

Twenty-two genes were considerably up-regulated (≥ 5-fold), and only five genes were down-regulated (≥ 5-fold) at the pistil/stamen primordium forming stage (Figure 2E, Additional file 5, Table S5). These results indicated that more genes were suppressed than were activated under LD conditions. This suggests that transcriptome profiling in Nongken 58S was significantly suppressed, and the repression effects were markedly intensified as inflorescence development proceeded. This is consistent with previous studies in which pollen fertility was found to decrease as LD treatment increased [44].

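Hd3a, Ehd1 and OsPDIL5-3 were among the genes with lower signals in LD, and OsLUX, OsPRR37 and thiC among those with higher signals in LD. At the 5-fold threshold the genes lower in LD outnumbered those higher in LD at both stages. At the 2-fold threshold with the authors' P value under 0.05, 44 genes were lower and 29 higher in LD at G, and 57 were lower and 71 higher in LD at P. Over all probe sets kept, 558 at G and 1650 at P had an unadjusted limma p under 0.05, where chance alone gives 1268. A count below that, as at G, does not show that day length had no effect. Of the 558 and 1650, at a 2-fold difference, 168 were lower in LD and 114 higher at G, and 315 were lower and 581 higher at P. Without normalization between arrays these were 236 and 94 at G and 131 and 1066 at P, and with each array centred on its median they were 410 and 443 at P. Single arrays decide part of this: at G they were 165 and 202 without G-SSD2 repeat 3, the opposite direction, and 152 each without G-SSD2 repeat 1, and at P they were 657 and 1396 without P-SSD2 repeat 3. The median log2 difference of SD minus LD over all probe sets kept at P was 0.02 after quantile normalization, -0.20 as deposited and 0.12 with centring.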

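Most genes listed at both stages differed in the same direction between SD and LD. Hd3a had a log2 difference of 6.19 at G and 5.20 at P, and the difference between the stages was -0.99 (standard error 0.59, adjusted p = 0.62 from limma over the 30 shared genes). Ehd1 had a fitted difference of 4.35 at each stage. The sizes for both genes rest on dim LD signals, for which no background was measured here, so they do not show that the stages were equal. The receptor-like kinase gene LOC_Os02g13430 and the oligopeptide transporter gene LOC_Os02g46850 were lower in SD at G and higher in SD at P, with differences between the stages of 4.29 (adjusted p = 2.0e-09 from limma) and 4.48 (adjusted p = 1.2e-07 from limma), among genes chosen for their fold at both stages. Limma shares its estimate of the spread among the genes tested, so these p-values do not measure the spread of each gene's repeats alone. They were 0.0028 for LOC_Os02g13430 without P-SSD2 repeat 3 and 3.5e-04 for LOC_Os02g46850 without P-SSD2 repeat 2. The effect of day length differed between the stages past an adjusted p of 0.05 for 0 of the 25360 probe sets, with 906 at an unadjusted p under 0.05 in limma, where chance alone gives 1268; the unadjusted count was 1389 as deposited, and 1391 and 1651 without P-SSD2 repeat 2 and repeat 3. From more genes being suppressed than activated under LD, the paper proposes that transcription in Nongken 58S is repressed under LD and that the repression grows as the inflorescence develops.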

**Figure 2:**
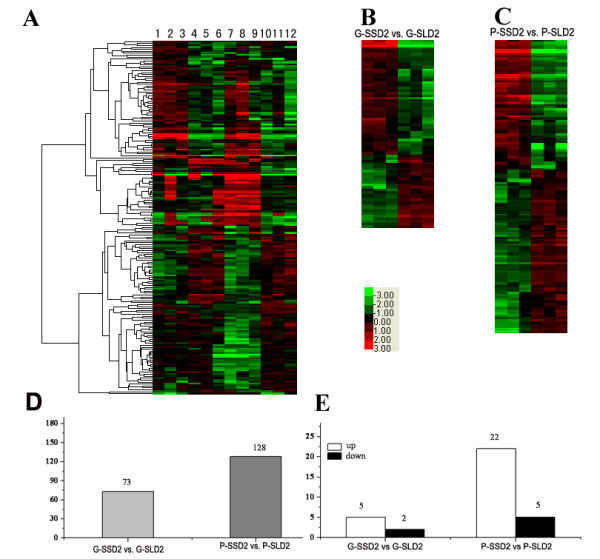
**Clustering analysis of DEGs **(A) Clustering of 183 DEGs with biological triplicates; (B) clustering of DEGs in G-SSD2 vs. G-SLD2; (C) clustering of the DEGs in P-SSD2 vs. P-SLD2; (D) diagram of the DEGs in both developmental stages; and (E) a diagram of up- and down- regulated genes. The scale bar represents the levels of up- (red) and down- (green) regulation.

### Defining DEGs for GO annotation and pathway analysis

To annotate the DEGs, the sequences were uploaded to the GOEAST website for GO annotation analysis [40,41,45]. The results indicated that some biological processes were significantly affected during the second photoperiod under LD conditions. Four GO biological processes related to the regulation of the transition from the vegetative to the reproductive phase (GO:0048510), the regulation of SD photoperiodism (GO:0048572), the photoperiodism (GO:0009648), and inflorescence development (GO:0010229) were investigated during the second photoperiod (Table 1). The results implied that these processes were related to the male sterility transition in PGMS rice.

**Table 1:** GO biological process of DEGs^1^

GO term	**Gene number**.	***P *value**^**2**^	*Q *value
**G-SSD2 vs. G-SLD2**			
GO:0006350 transcription	8	0.0000034	0.0000562
GO:0048510 regulation of timing of transition from vegetative to reproductive phase	1	0.000759	0.004176
GO:0048572 short-day photoperiodism	1	0.000759	0.004176
GO:0009648 photoperiodism	1	0.001518	0.005566
GO:0010229 inflorescence development	1	0.002276	0.007426
GO:0006950 response to stress	6	0.005823	0.012811
GO:0009628 response to abiotic stimulus	5	0.006268	0.012837
GO:0006352 transcription initiation	1	0.007944	0.014171
GO:0006265 DNA topological change	1	0.007944	0.014171
**P-SSD2 vs. P-SLD2**			
GO:0048510 regulation of transition from vegetative to reproductive phase	1	0.001156	0.021567
GO:0048572 short-day photoperiodism	1	0.001156	0.021567
GO:0009648 photoperiodism	1	0.002311	0.021567
GO:0010229 inflorescence development	1	0.003464	0.02425

^1^DEGs with FC ≥ 2 or ≤ 0.5 and *P *< 0.05 were chosen for GO annotation.

^2^GO terms with *P *< 0.01 are listed in the table.

To define the potential signal transduction pathways, the DEGs were uploaded to the MAS 3.0 system. Five pathways and seven pathways were identified from the transcriptome data for G-SSD2 vs. G-SLD2 and P-SSD2 vs. P-SLD2, respectively (Table 2). 

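Of the thiamine genes, thiC (LOC_Os03g47610) had a signal of 81.4 ± 22.9 in G-SSD2 and 283 ± 124 in G-SLD2 (SD, n = 3 each), and 58.9 ± 22.7 in P-SSD2 and 287 ± 49.2 in P-SLD2 (SD, n = 3 each). THI1 (LOC_Os07g34570), the thiazole biosynthetic enzyme, had 93.8 ± 32.3 in G-SSD2 and 372 ± 54.3 in G-SLD2 (SD, n = 3 each) and was listed at G only. Their adjusted p-values from limma were between 0.92 and 1 over the array. Of a fixed list of 26 genes of starch metabolism, 3 were listed at G, all higher in SD by 2.03-fold to 2.45-fold, and none at P. These were GBSSII (LOC_Os07g22930), a granule-bound starch synthase, SSIIIb (LOC_Os04g53310) and SSI (LOC_Os06g06560). None passed the test over the array, and 0 passed when adjusted over the list alone.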

The circadian rhythm pathway was top ranked (*P *= 6.57E-06 and 1.38E-05) in both inflorescence developmental stages (Table 2). The results indicated that three genes, *OsPRR1 *(homologous to *PRR1*/*TOC1 *in *Arabidopsis*), *OsLHY *(homologous to *LHY *in *Arabidopsis*) and *MYB *transcription factor (LOC_Os06g51260), belong to the circadian rhythm pathway. This suggests that the circadian rhythm may be a principal signal transduction pathway in the male sterility transition in PGMS.

**Table 2:** Signal transduction pathway analysis of DEGs^1^

KEGG pathway	Gene number	***P *value**^**2**^	*Q *value
**G-SSD2 vs. G-SLD2**			
Circadian rhythm	2	0.00000657	0.0000131
Thiamine metabolism	1	0.000573	0.000573
Streptomycin biosynthesis	1	0.001065	0.00071
Inositol phosphate metabolism	1	0.006783	0.003235
Starch and sucrose metabolism	1	0.008086	0.003235
**P-SSD2 vs. P-SLD2**			
Circadian rhythm	2	0.0000138	0.0000276
Thiamine metabolism	1	0.000803	0000803
Cyanoamino acid metabolism	1	0.002521	0.001318
Ubiquinone biosynthesis	1	0.002636	0.001318
Nitrogen metabolism	1	0.004123	0.001412
Galactose metabolism	1	0.004237	0.001412
Alanine and aspartate metabolism	1	0.005494	0.00157

^1^DEGs with FC ≥ 2 or ≤ 0.5 and *P *< 0.05 were chosen for pathway analysis.

^2 ^Pathways with *P *< 0.01 are listed in the table.

### Circadian rhythm involvement in the male sterility transition

As mentioned previously, several clock genes [*OsPRR1 *(LOC_Os02g40510), *OsPRR37 *(LOC_Os07g49460), *OsGI *(LOC_Os01g08700), *OsLHY *(LOC_Os08g06110) and *MYB *transcription factor (LOC_Os06g51260)] were identified (Additional file 4, Table S4, Additional file 5, Table S5). Among these genes, *OsPRR37 *and *OsGI *were up-regulated 3.0-fold and 8.3-fold, respectively; *OsLHY *and the *MYB *transcription factor were down-regulated 2.4-fold and 2.6-fold, respectively. 

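At the glume primordium differentiation stage OsGI (LOC_Os01g08700), the rice GIGANTEA gene, had a signal of 34.7 ± 7.70 (SD, n = 3) in SD and 279 ± 167 (SD, n = 3) in LD, 8.03-fold higher in LD. OsPRR37 had 37.4 ± 3.33 in SD and 112.1 ± 15.0 in LD (SD, n = 3 each), 3.00-fold higher in LD. OsLHY had 3260 ± 399 in SD and 1339 ± 326 in LD (SD, n = 3 each), 2.44-fold higher in SD, and the MYB transcription factor had 686 ± 79.8 in SD and 262 ± 184 in LD (SD, n = 3 each), 2.62-fold higher in SD. OsLUX was 2.38-fold higher in LD, and a second CCA1-like MYB gene (LOC_Os02g46030) was 2.27-fold higher in SD. Of a fixed list of 16 clock genes, these 6 were listed at this stage, 3 higher and 3 lower in SD. None passed the test over the array (adjusted p of 0.93 for OsPRR37 and 1 for OsGI from limma), and 6 passed when adjusted over the list alone, which is not independent evidence because the genes were listed for their fold. The authors' deposited table gives OsGI a P value of 0.0601.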

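At the pistil/stamen primordium forming stage OsPRR1 (LOC_Os02g40510), the rice homologue of TOC1, had a signal of 66.4 ± 29.5 in SD and 135.1 ± 28.3 in LD (SD, n = 3 each), 2.03-fold higher in LD. The MYB transcription factor (LOC_Os06g51260) had 837 ± 246 in SD and 192 ± 204 in LD (SD, n = 3 each), 4.36-fold higher in SD. OsLUX, whose homologue acts in the evening complex of the clock, had 325 ± 82.7 in SD and 1133 ± 128 in LD (SD, n = 3 each), 3.48-fold higher in LD. These 3 of the 16 clock genes were listed at this stage, and 0 of them passed the test over the array (adjusted p of 0.86 for OsLUX from limma). When adjusted over the list alone 1 passed, which again is not independent evidence.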

No difference in *OsPRR1 *expression was detected in the G-SSD2 vs. G-SLD2 data (Additional file 4, Table S4); in the P-SSD2 vs. P-SLD2 data, *OsPRR1 *was up-regulated 2.0-fold and the *MYB *transcription factor was down-regulated 4.4-fold. No differences in *OsPRR37, OsGI *and *OsLHY *were detected at this inflorescence developmental stage. 

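OsPRR37, OsGI and OsLHY were not among the genes listed at the pistil/stamen primordium forming stage, and their signals at that stage were not analysed here. Whether the effect of day length on these 3 genes differed between the stages was therefore not tested. For the clock genes listed at both stages, the difference between the stages was 1.03 on the log2 scale for the MYB transcription factor (standard error 0.75, adjusted p = 0.74 from limma) and -0.48 for OsLUX (standard error 0.54, adjusted p = 1.00).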

The fold changes indicate that these clock genes were activated or repressed under LD conditions in Nongken 58S, implying that they may participate in the male sterility transition.

Because gene transcription is dynamic, the microarray data reflect expression differences at 02:00 h only. Therefore, the diurnal expression profiles of these genes were analysed in both Nongken 58S and Nongken 58 at the glume primordium differentiation and pistil/stamen primordium forming stages under LD and SD conditions. *OsPRR1, OsPRR37 *and *OsGI *exhibited the similar circadian rhythm patterns under LD conditions (Figure 3A-C). For three of these genes, the differences between Nongken 58S and Nongken 58 only occurred at 18:00 h at the glume primordium differentiation stage. The expression levels in Nongken 58S were significantly higher than in Nongken 58. No difference was found at the pistil/stamen primordium forming stage under LD and SD conditions (Figure 3A-C, Additional file 6, Figure S1A-C). These results indicate a circadian rhythm difference in the expression of the three genes between Nongken 58S and Nongken 58 [12].

**Figure 3:**
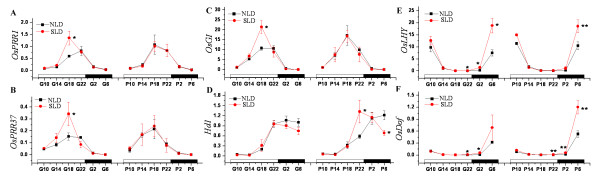
**Diurnal expression profiles of *OsPRR1, OsPRR37, OsGI, Hd1, OsLHY *and *OsDof ***The diagram shows the circadian rhythms of *OsPRR1, OsPRR37, OsGI, Hd1, OsLHY *and *OsDof *under LD conditions. The y-axis represents the expression ratio relative to the endogenous reference *Actin1 *gene using qPCR. The boxes on the x-axis represent day (blank) and night (solid). NLD and SLD represent Nongken 58 and Nongken 58S under LD conditions. G and P indicate the glume primordium differentiation and pistil/stamen primordium forming stages, respectively. Asterisks show statistically significant differences (* = *P *< 0.05; ^** ^= *P *< 0.01).

*OsLHY*, a dawn-phased gene, is repressed during the day and activated at night. Its expression level differed significantly between Nongken 58S and Nongken 58 at 22:00 h, 02:00 h, 06:00 h at the glume primordium differentiation stage, and 06:00 h at the pistil/stamen primordium forming stage (Figure 3E). However, no difference was detected under SD conditions (Additional file 6, Figure S1E). The results also indicated circadian rhythm differences between Nongken 58S and Nongken 58. *OsDof *(LOC_Os01g15900), a Dof-type zinc finger (Additional file 4, Table S4), showed a similar diurnal pattern to *OsLHY*. The major differences between Nongken 58S and Nongken 58 occurred at 22:00 h and 02:00 h at the glume primordium differentiation stage, and at 22:00 h, 02:00 h, and 06:00 h at the pistil/stamen primordium forming stage (Figure 3F).

Taken together, these differences only occurred under LD conditions at the photoperiod-sensitive developmental stage. Based on the genetic background of Nongken 58S and Nongken 58, these genes were all related to the male sterility transition and the rice circadian rhythm was involved in this process.

### Flowering gene *Hd1 *is involved in the male sterility transition under LD conditions

*Ehd1, Hd3a, RFT1 *and *OsMADS1 *were all significantly suppressed under LD conditions in Nongken 58S (Additional file 4, Table S4; Additional file 5, Table S5). 

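Hd3a (LOC_Os06g06320), which encodes the rice florigen, rose at the glume primordium differentiation stage from a signal of 11.1 ± 1.19 (SD, n = 3) in LD to 811 ± 62.4 (SD, n = 3) in SD (standard error of the log2 difference 0.27, adjusted p = 4.9e-04 from limma), and at the pistil/stamen primordium forming stage from 10.5 ± 1.57 to 411 ± 197 (SD, n = 3 each; adjusted p = 0.027 from limma). Ehd1 (LOC_Os10g32600), a response regulator upstream of Hd3a, had 10.4 ± 1.90 in LD and 233 ± 127 in SD at the first stage (SD, n = 3 each; adjusted p = 0.089 from limma) and rose from 9.95 ± 2.68 to 213 ± 89.2 at the second (SD, n = 3 each; adjusted p = 0.047 from limma). OsMADS1 (LOC_Os03g11614) had 111.7 ± 54.9 in LD and 969.9 ± 76.4 in SD at the first stage and 78.7 ± 34.7 in LD and 852 ± 156 in SD at the second (SD, n = 3 each; adjusted p of 0.63 and 0.15 from limma). The call of Hd3a at the first stage was kept without any 1 of the 6 arrays, that of Hd3a at the second stage was lost without any 1 array but P-SSD2 repeat 2, that of Ehd1 at the second stage was lost without any 1 array, and those of Hd3a and Ehd1 at the second stage were lost with the repeat number as a block. At the second stage Hd3a, Ehd1 and OsMADS1 were among 9 listed genes with every SD signal over 60 and over 6 times every LD signal, a difference that 2 of all probe sets had, or 5 without P-SSD2 repeat 1.

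**Figure D1:**
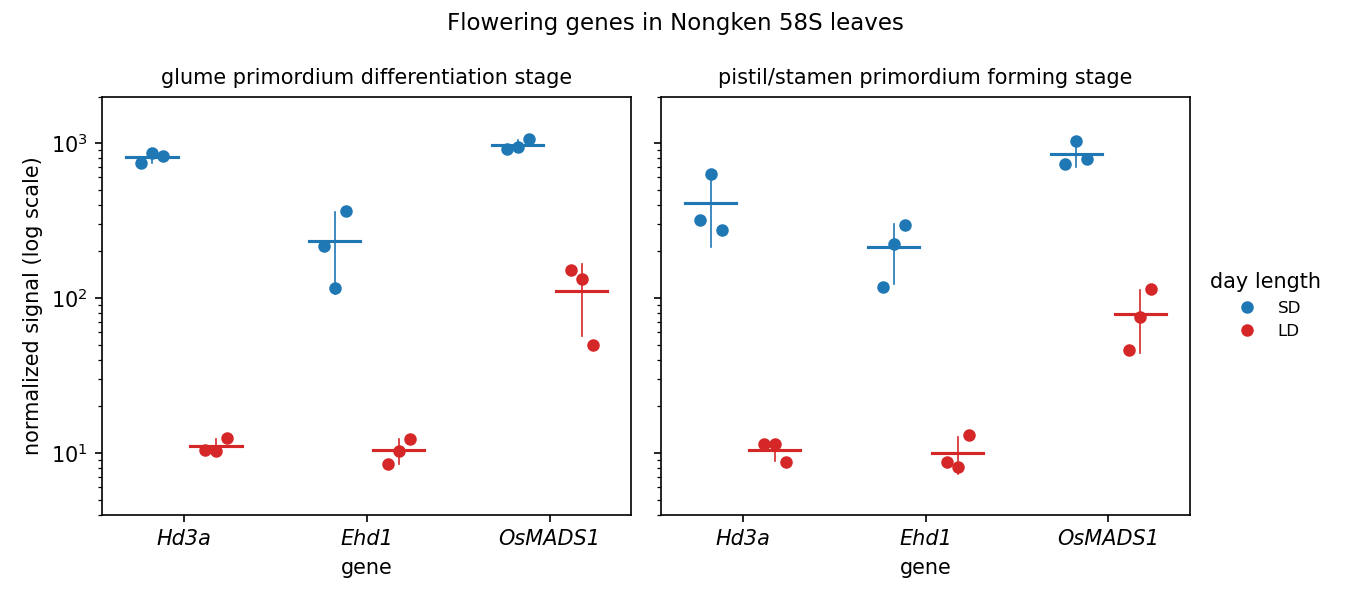
Normalized signal (log scale, no unit) of Hd3a, Ehd1 and OsMADS1 in leaves under SD and LD at both stages; points are the 3 arrays of a group, the horizontal line their mean and the vertical line 1 SD to each side. Each SD point of a gene lies above each of its LD points.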

*Ehd1, Hd3a, RFT1 *are crucial genes for rice flowering [18-21,23], and *OsMADS1 *plays key roles in specifying floral organ and meristem identity in rice [46-48]. *Ehd2 *and *Hd1 *are also important components of the flowering pathway. To determine whether these genes were involved in the male sterility transition, the diurnal expression profiles of these genes were analysed. *Hd1 *was the only gene exhibiting different daily expression profiles between Nongken 58S and Nongken 58 under LD conditions (Figure 3D and Additional file 7, Figure S2). The main differences occurred at the pistil/stamen primordium forming stage. The transcription levels at 22:00 h and 06:00 h in Nongken 58S were significantly different from those in Nongken 58, indicating that the peak phase of *Hd1 *was at 06:00 h in Nongken 58 and it was shifted forward to 22:00 h in Nongken 58S. The phase is a mathematical term of plant circadian rhythms [12]. The phase-shift indicated that the circadian rhythm of *Hd1 *in Nongken 58S was notably different from that in Nongken 58, while the flowering time of Nongken 58 is similar to that of Nongken 58S under LD conditions. This suggests that *Hd1 *plays a role in the male sterility transition in PGMS.

### *OsPRR37 *and *Hd1 *were differentially expressed in the inflorescences of Nongken 58S and Nongken 58

Because of light signals received from the leaf, knowledge of the expression profiles of DEGs in the inflorescence is essential. Further qPCR of the expression patterns of these genes in the inflorescence showed that *OsPRR1, OsGI, OsLHY, OsDof *expression was similar in Nongken 58S and Nongken 58 under LD and SD conditions (Additional file 8, Figure S3). Only *OsPRR37 *and *Hd1 *were differentially expressed in the inflorescences of Nongken 58S and Nongken 58 at the pistil/stamen primordium forming stage (Figure 4). The expression level of *OsPRR37 *in Nongken 58S was significantly lower than that in Nongken 58 at 17:00 h under LD conditions (Figure 4A), and the level of *OsPRR37 *was significantly lower than that in Nongken 58 at 20:00 h under SD conditions (Figure 4B). The expression level of *Hd1 *in Nongken 58S was significantly greater than that in Nongken 58 at 20:00 h and 02:00 h under LD conditions (Figure 4C), but was significantly lower than that in Nongken at 20:00 h. However, the transcription level in Nongken 58S at 02:00 h was higher than that in Nongken 58. These results suggest that *OsPRR37 *and *Hd1 *are likely involved in the male sterility transition directly under LD conditions in the inflorescence. Moreover, the differences under SD conditions suggest a potential explanation for why pollen fertility cannot be completely recovered under SD in Nongken 58S.

**Figure 4:**
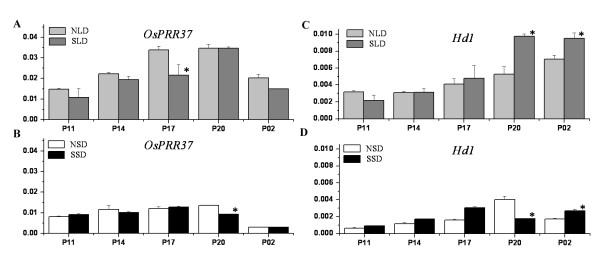
**Differential expressions of *OsPRR37 *and *Hd1 *in inflorescences **The bar chart shows the expression patterns of *OsPRR37 *and *Hd1 *under LD and SD conditions. The y-axis represents the expression ratio relative to the endogenous reference *Actin1 *gene using qPCR. NLD and SLD represent Nongken 58 and Nongken 58S under LD conditions. NSD and SSD represent Nongken 58 and Nongken 58S under SD conditions. P represents pistil/stamen primordium forming stages. Asterisks show statistically significant differences (* = *P *< 0.05).

## Discussion

Circadian rhythm and light signals have been reported to be involved in several physiological processes, including flowering, various stress responses and metabolism [26,30,31,38]. However, this is the first report suggesting a role for circadian rhythm and flowering signals in the regulation network of male sterility. In general, these genes promote the transition from vegetative growth to reproductive growth under SD conditions in SD plants and under LD conditions in LD plants [23]. Although the male sterility transition in PGMS rice is known to be regulated by LD conditions, the mechanism of regulation remains unknown. Global gene expression profiling under LD conditions revealed a suppressive trend and categorised into the circadian rhythm and flowering pathways. Both pathways regulate the process in a coordinated manner. Further studies revealed that the diurnal expression profiles of *OsPRR1, OsPRR37, OsGI, OsLHY, OsDof *and *Hd1 *under LD conditions were reprogrammed.

In this study, *OsPRR1, OsPRR37 *and *OsGI *exhibited similar expression patterns in the leaf under LD conditions, suggesting that these three genes may function together. *OsLHY *and *OsDof *also exhibit similar differentially expressed patterns, suggesting that they may function coordinately. In *Arabidopsis, TOC1*/*PRR1, LHY *and *GI*, key component factors in the central clock, comprise interlocked transcriptional feedback loops to regulate plant circadian rhythms [12]. In PGMS rice, *OsPRR1, OsLHY *and *OsGI *were not only involved in the circadian rhythm, but were also involved in the male sterility transition in coordination with *OsPRR37 *and *OsDof*. The LD signals maybe integrated and transmitted to the downstream genes through rice central clock in leaves. The day length signal may have been transmitted to the inflorescence via *Hd1 *and *OsPRR37*, ultimately leading to pollen abortion.

In the rice flowering pathway, *OsGI *is upstream of *Hd1 *and is positively correlated with *Hd1 *expression. *Hd1 *is activated by *OsGI *under LD or SD conditions. *Hd1 *activates *Hd3a*/*RFT1 *expression under SD conditions to promote flowering. However, *Hd1 *suppresses *Hd3a*/*RFT1 *expression under LD conditions to inhibit flowering [24]. In PGMS rice, *Hd1 *expression may also have a positive correlation with *OsGI *under LD conditions in Nongken 58S, as its expression was activated after *OsGI *expression (Figure 3 C, D). This implies that *Hd1 *may function downstream of *OsGI *in the male sterility transition in PGMS rice. In this case, *Hd3a*/*RFT1 *may not be the downstream regulator of *Hd1 *since there were no rhythm differences between Nongken 58S and Nongken 58. *Hd1 *was activated by *OsGI *under LD conditions and suppressed the unknown factors. This may influence downstream gene expression and finally affect male fertility.

In leaves, the diurnal expression patterns of *OsPRR1, OsPRR37, OsGI, OsLHY, OsDof *and *Hd1 *showed significant differences between Nongken 58S and Nongken 58. In the inflorescence, only *OsPRR37 *and *Hd1 *exhibited different expression patterns between Nongken 58S and Nongken 58 under both LD and SD. Therefore, it is speculated that the clock genes in leaves may function as sensors for day length. These genes may receive day length signals and integrate and transmit the signals into the inflorescence through a series of unknown pathways. Both *OsPRR37 *and *Hd1 *may be the effectors in the inflorescence, and they are likely involved in regulation of male sterility directly.

Previous studies have indicated that phytochromes and cryptochromes are involved in the male sterility transition. However, there were no diurnal expression differences in *OsPhyA, OsPhyB, OsCry1a, OsCry1b, OsCry2 *and *OsCry3 *under LD conditions between Nongken 58S and Nongken 58 (data not shown). Using an ELISA assay, Wang, et al. found that phyA content in Nongken 58S leaves was higher than in Nongken 58 under the identical day length treatment [49]. The differences in phytochromes and cryptochromes may be at the protein level and needs further investigation.

## Conclusion

In conclusion, the transcriptome of Nongken 58S was significantly suppressed and the repression effects were markedly intensified when inflorescence development proceeded. Rice circadian rhythm genes *OsPRR1, OsPRR37, OsGI, OsLHY *and *OsDof *and the flowering gene *Hd1 *were coordinately involved in signal transduction in leaves. Furthermore, *Hd1 *and *OsPRR37 *may be signal sensors in inflorescences to directly affect the male sterility transition.

## Authors' contribution

WW, ZL, ZG, GS, QC and DY conceived and designed the experiments; WW and ZL analysed the microarray data; WW, ZL, ZG, GS, DJ conducted portions of the experiments; WW, ZL, ZG, GS, YZ and DY prepared the manuscript. All authors have read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Table S1 Annotation of sample names**. G stands for glume primordium differentiation stage; P stands for pistil/stamen primordium forming stage; S stands for Nongken 58S; SD is the abbreviation for short day condition and LD is the abbreviation for long day condition; 2 stands for 02:00 h. Click here for file

Additional file 2 **Table S2 Primers used for qPCR**. All of these primers were designed by Primer Express 3.0. Click here for file

Additional file 3 **Table S3 The Correlation coefficients between different biological repeats**. The correlation coefficients are calculated by Prism 5.0 software. 1,2,3 represent three different biological repeats. Click here for file

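The table for the glume primordium differentiation stage gives 3 SD and 3 LD signals for each gene, such as Hd3a and OsDof, of which 57 were higher and 48 lower in SD. Its fold is the mean SD signal over the mean LD signal. Its P value came out the same, to a relative difference of at most 1.4e-06, as that of a one-sided comparison paired by repeat number on the linear signals.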

Additional file 4 **Table S4 Differentially expressed genes in G-SSD2 vs. G-SLD2 data**. All the DEGs with FC ≥ 2 or FC ≤ 0.5 are listed in this table. Click here for file

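The table for the pistil/stamen primordium forming stage gives genes in the same form, such as OsPDIL5-3 and OsPRR1, of which 98 were higher and 103 lower in SD. In 177 of them the SD and LD signals did not overlap. Chance gives this for 10% of unselected genes with 3 arrays against 3, but these genes had been chosen for their fold and possibly by a p-value, so the 10% does not apply to them.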

Additional file 5 **Table S5 Differentially expressed genes in P-SSD2 vs. P-SLD2 data**. All the DEGs with FC ≥ 2 or FC ≤ 0.5 are listed in this table. Click here for file

Additional file 6 **Figure S1 Diurnal expression profiles of *OsPRR1, OsPRR37, OsGI, Hd1, OsLHY *and *OsDof *genes in leaf**. The diagram shows the diurnal expression profiles of *OsPRR1, OsPRR37, OsGI, Hd1, OsLHY *and *OsDof *genes under SD conditions. The y-axis represents the expression ratio relative to the endogenous reference *Actin1 *gene using qPCR. The boxes on the x-axis represent day (blank) and night (solid). NSD and SSD represent Nongken 58 and Nongken 58S under SD conditions. G and P indicate the glume primordium differentiation and pistil/stamen primordium forming stages, respectively. Click here for file

Additional file 7 **Figure S2 Diurnal expression profiles of *Ehd2, Ehd1, Hd3a, RFT1 *and *OsMADS1 *under LD conditions in leaf**. The diagram shows the circadian rhythm of the expression of *Ehd2, Ehd1, Hd3a, RFT1 *and *OsMADS1 *under LD conditions. The y-axis represents the expression ratio relative to the endogenous reference *Actin1 *gene using qPCR. The boxes on the x-axis represent day (blank) and night (solid). NLD and SLD represent Nongken 58 and Nongken 58S under LD conditions. G and P indicate the glume primordium differentiation and pistil/stamen primordium forming stages, respectively. Click here for file

Additional file 8 **Figure S3 Expression patterns of *OsPRR1, OsGI, OsLHY *and *OsDof *under LD and SD conditions in inflorescence**. The bar chart shows the expression patterns of *OsPRR1, OsGI, OsLHY *and *OsDof *under LD and SD conditions in inflorescence. The y-axis represents the expression ratio relative to the endogenous reference *Actin1 *gene using qPCR. NLD and SLD represent Nongken 58 and Nongken 58S under LD conditions. NSD and SSD represent Nongken 58 and Nongken 58S under SD conditions. P indicates the pistil/stamen primordium forming stages. Asterisks show statistically significant differences (* = *P *< 0.05). Click here for file

## References

[B1] ShiMSThe discovery and study of the photosensitive recessive male-sterile riceScientia Agricultura Sinica198524448

[B2] YuanSCZhangZGXuCZStudies on the critical stage of fertility change induced by light and its phase development in HPGMRActa Agronomica Sinica198814713

[B3] LiXHWangFLLuQXuCGFine Mapping of PSGMS Gene pms3 in RiceActa Agronomica Sinica200228310314

[B4] MeiMHChenLZhangZLiZXuCZhangQpms3 is the locus causing the original photoperiod-sensitive male sterility mutation of 'Nongken 58S'Science China Life Sciences19994231632210.1007/BF0318360920229347

[B5] WangFPMeiMHXuCGZhangQFpms1 is not the Locus Relevant to Fertility Difference between the Photoperiod-sensitive Male Sterile Rice Nongken 58S and Normal Rice "Nongken 58"Acta Botanica Sinica199739922925

[B6] ZhangQShenBZDaiXKMeiMHSaghai MaroofMALiZBUsing bulked extremes and recessive class to map genes for photoperiod-sensitive genic male sterility in riceProceedings of National Academic of Science1994918675867910.1073/pnas.91.18.8675PMC446697915844

[B7] ZhangXGZhuYGA Genetic Study on Sterility of Hubei Photoperiod Sensitive Genic Male-Sterile RiceJournal of Huazhong Agricultural University19909481483

[B8] LiuNShanYWangFPXuCGPengKMLiXHZhangQFIdentification of an 85-kb DNA fragment containing pms1, a locus for photoperiod-sensitive genic male sterility in riceMolecular Genetics and Genomics200126627127510.1007/s00438010055311683269

[B9] LuQLiXHGuoDXuCGZhangQLocalization of pms3, a gene for photoperiod-sensitive genic male sterility, to a 28.4-kb DNA fragmentMolecular Genetics and Genomics200527350751110.1007/s00438-005-1155-415912317

[B10] DunlapJCLorosJJDeCourseyPChronobiology: Biological Timekeeping2004

[B11] McClungCRPlant circadian rhythmsPlant Cell20061879280310.1105/tpc.106.04098016595397PMC1425852

[B12] HarmerSLThe circadian system in higher plantsAnnual Review of Plant Biology20096035737710.1146/annurev.arplant.043008.09205419575587

[B13] SomersDEWebbAAPearsonMKaySAThe short-period mutant, toc1-1, alters circadian clock regulation of multiple outputs throughout development in Arabidopsis thalianaDevelopment1998125485494942514310.1242/dev.125.3.485

[B14] SchafferRRamsayNSamachACordenSPutterillJCarreIACouplandGThe late elongated hypocotyl mutation of Arabidopsis disrupts circadian rhythms and the photoperiodic control of floweringCell1998931219122910.1016/S0092-8674(00)81465-89657154

[B15] WangZYTobinEMConstitutive expression of the CIRCADIAN CLOCK ASSOCIATED 1 (CCA1) gene disrupts circadian rhythms and suppresses its own expressionCell1998931207121710.1016/S0092-8674(00)81464-69657153

[B16] LockeJCSouthernMMKozma-BognarLHibberdVBrownPETurnerMSMillarAJExtension of a genetic network model by iterative experimentation and mathematical analysisMolecular Systems Biology200512005 00131672904810.1038/msb4100018PMC1681447

[B17] LockeJCKozma-BognarLGouldPDFeherBKeveiENagyFTurnerMSHallAMillarAJExperimental validation of a predicted feedback loop in the multi-oscillator clock of Arabidopsis thalianaMolecular Systems Biology20062591710280410.1038/msb4100102PMC1682024

[B18] KomiyaRYokoiSShimamotoKA gene network for long-day flowering activates RFT1 encoding a mobile flowering signal in riceDevelopment20091363443345010.1242/dev.04017019762423

[B19] KomiyaRIkegamiATamakiSYokoiSShimamotoKHd3a and RFT1 are essential for flowering in riceDevelopment200813576777410.1242/dev.00863118223202

[B20] TamakiSMatsuoSWongHLYokoiSShimamotoKHd3a protein is a mobile flowering signal in riceScience20073161033103610.1126/science.114175317446351

[B21] DoiKIzawaTFuseTYamanouchiUKuboTShimataniZYanoMYoshimuraAEhd1, a B-type response regulator in rice, confers short-day promotion of flowering and controls FT-like gene expression independently of Hd1Genes & Development20041892693610.1101/gad.118960415078816PMC395851

[B22] KojimaSTakahashiYKobayashiYMonnaLSasakiTArakiTYanoMHd3a, a rice ortholog of the Arabidopsis FT gene, promotes transition to flowering downstream of Hd1 under short-day conditionsPlant & Cell Physiology2002431096110510.1093/pcp/pcf15612407188

[B23] IzawaTDaylength measurements by rice plants in photoperiodic short-day floweringInternational Review of Cytology20072561912221724190810.1016/S0074-7696(07)56006-7

[B24] HayamaRYokoiSTamakiSYanoMShimamotoKAdaptation of photoperiodic control pathways produces short-day flowering in riceNature200342271972210.1038/nature0154912700762

[B25] YanoMKatayoseYAshikariMYamanouchiUMonnaLFuseTBabaTYamamotoKUmeharaYNagamuraYSasakiTHd1, a major photoperiod sensitivity quantitative trait locus in rice, is closely related to the Arabidopsis flowering time gene CONSTANSPlant Cell200012247324841114829110.1105/tpc.12.12.2473PMC102231

[B26] TurckFFornaraFCouplandGRegulation and identity of florigen: FLOWERING LOCUS T moves center stageAnnual Review of Plant Biology20085957359410.1146/annurev.arplant.59.032607.09275518444908

[B27] KobayashiYWeigelDMove on up, it's time for change-mobile signals controlling photoperiod-dependent floweringGenes & Development2007212371238410.1101/gad.158900717908925

[B28] DoddANSalathiaNHallAKeveiETothRNagyFHibberdJMMillarAJWebbAAPlant circadian clocks increase photosynthesis, growth, survival, and competitive advantageScience200530963063310.1126/science.111558116040710

[B29] YakirEHilmanDHarirYGreenRMRegulation of output from the plant circadian clockFEBS Journal200727433534510.1111/j.1742-4658.2006.05616.x17229141

[B30] McClungCRGutierrezRANetwork news: prime time for systems biology of the plant circadian clockCurrent Opinion in Genetics & Development20102058859810.1016/j.gde.2010.08.01020889330PMC3098449

[B31] de MontaiguATothRCouplandGPlant development goes like clockworkTrends in Genetics20102629630610.1016/j.tig.2010.04.00320483501

[B32] DohertyCJKaySACircadian control of global gene expression patternsAnnual Review of Genetics20104441944410.1146/annurev-genet-102209-16343220809800PMC4251774

[B33] CovingtonMFMaloofJNStraumeMKaySAHarmerSLGlobal transcriptome analysis reveals circadian regulation of key pathways in plant growth and developmentGenome Biology20089R13010.1186/gb-2008-9-8-r13018710561PMC2575520

[B34] MichaelTPBretonGHazenSPPriestHMocklerTCKaySAChoryJA morning-specific phytohormone gene expression program underlying rhythmic plant growthPLoS Biology20086e22510.1371/journal.pbio.006022518798691PMC2535664

[B35] MizunoTYamashinoTComparative transcriptome of diurnally oscillating genes and hormone-responsive genes in Arabidopsis thaliana: insight into circadian clock-controlled daily responses to common ambient stresses in plantsPlant & Cell Physiology20084948148710.1093/pcp/pcn00818202002

[B36] NozueKCovingtonMFDuekPDLorrainSFankhauserCHarmerSLMaloofJNRhythmic growth explained by coincidence between internal and external cuesNature200744835836110.1038/nature0594617589502

[B37] NiwaYYamashinoTMizunoTThe circadian clock regulates the photoperiodic response of hypocotyl elongation through a coincidence mechanism in Arabidopsis thalianaPlant & Cell Physiology20095083885410.1093/pcp/pcp02819233867

[B38] RodenLCIngleRALights, rhythms, infection: the role of light and the circadian clock in determining the outcome of plant-pathogen interactionsPlant Cell2009212546255210.1105/tpc.109.06992219789275PMC2768925

[B39] YangDCZhuYGPrimary study on total leaf RNA in PGMR at different photoperiod treatments and developmental stagesActa Genetica Sinica199017308312

[B40] HulseggeIKommadathASmitsMAGlobaltest and GOEAST: two different approaches for Gene Ontology analysisBMC Proceeding20093Suppl 4S1010.1186/1753-6561-3-s4-s10PMC271274019615110

[B41] ZhengQWangXJGOEAST: a web-based software toolkit for Gene Ontology enrichment analysisNucleic Acids Research200836W35836310.1093/nar/gkn27618487275PMC2447756

[B42] XueWXingYWengXZhaoYTangWWangLZhouHYuSXuCLiXZhangQNatural variation in Ghd7 is an important regulator of heading date and yield potential in riceNature Genetics20084076176710.1038/ng.14318454147

[B43] ShiYZhaoSYaoJPremature tapetum degeneration: a major cause of abortive pollen development in photoperiod sensitive genic male sterility in riceJournal of Integrative Plant Biology20095177478110.1111/j.1744-7909.2009.00849.x19686374

[B44] XueGXZhaoJZA Preliminary Study on the Critical-Daylength Evoking the Photoperiodic Sensitive Male Sterility of Rice and Their Responses to Other Environmental FactorsActa Agronomica Sinica199016112122

[B45] HedegaardJArceCBicciatoSBonnetABuitenhuisBCollado-RomeroMConleyLNSancristobalMFerrariFGarridoJJMethods for interpreting lists of affected genes obtained in a DNA microarray experimentBMC Proceeding20093Suppl 4S510.1186/1753-6561-3-s4-s5PMC271274819615118

[B46] ChenZXWuJGDingWNChenHMWuPShiCHMorphogenesis and molecular basis on naked seed rice, a novel homeotic mutation of OsMADS1 regulating transcript level of AP3 homologue in ricePlanta200622388289010.1007/s00425-005-0141-816254725

[B47] AgrawalGKAbeKYamazakiMMiyaoAHirochikaHConservation of the E-function for floral organ identity in rice revealed by the analysis of tissue culture-induced loss-of-function mutants of the OsMADS1 genePlant Mol Biol20055912513510.1007/s11103-005-2161-y16217607

[B48] PrasadKParameswaranSVijayraghavanUOsMADS1, a rice MADS-box factor, controls differentiation of specific cell types in the lemma and palea and is an early-acting regulator of inner floral organsPlant J20054391592810.1111/j.1365-313X.2005.02504.x16146529

[B49] WangWTongZKuangTYTangPSImmunoassay of Phytochrome A Content in Photoperiod-sensitive Genic Male-sterile RiceDevelopmental and Reproductive Biology199655159

# Supplementary material for: Comparative Transcriptomes Profiling of Photoperiod-sensitive Male Sterile Rice Nongken 58S During the Male Sterility Transition between Short-day and Long-day
**Source:** BMC Genomics. 2011 Sep 25;12:462. doi: 10.1186/1471-2164-12-462
**Supplement:** Additional file 1 — Table S1 Annotation of sample names. G stands for glume primordium differentiation stage; P stands for pistil/stamen primordium forming stage; S stands for Nongken 58S; SD is the abbreviation for short day condition and LD is the abbreviation for long day condition; 2 stands for 02:00 h.

**Additional file 1 Table S1. The annotations of sample names**.

| Sample names | Annotations |
| --- | --- |
| G-SSD2 | Nongken58S leaf at Glume primordium differentiation stage under SD condition at 02:00 h |
| G-SLD2 | Nongken58S leaf at Glume primordium differentiation stage under LD condition at 02:00 h |
| P-SSD2 | Nongken58S leaf at Pistil/stamen primordium forming stage under SD condition at 02:00 h |
| P-SLD2 | Nongken58S leaf at Pistil/stamen primordium forming stage under LD condition at 02:00 h |

G stands for glume primordium differentiation stage; P stands for pistil/stamen primordium forming stage; S stands for Nongken 58S; SD is the abbreviation for short day condition and LD is the abbreviation for long day condition; 2 stands for 02:00 h.

# Supplementary material for: Comparative Transcriptomes Profiling of Photoperiod-sensitive Male Sterile Rice Nongken 58S During the Male Sterility Transition between Short-day and Long-day
**Source:** BMC Genomics. 2011 Sep 25;12:462. doi: 10.1186/1471-2164-12-462
**Supplement:** Additional file 2 — Table S2 Primers used for qPCR. All of these primers were designed by Primer Express 3.0.

**Additional file 2 Table S2. Primers used for qPCR**

| Gene | Sequence |
| --- | --- |
| *OsPRR1* | F: AGGGATGATGGACCACGGTAT  R: GGTGTATGCACTTGAGCGTTGT |
| *OsPRR37* | F: GAGGAACAACGGAATGTTTTGAG  R: TGGAAGCCACAGGTGTATGGTA |
| *OsGI* | F: TGGAAGTAACCGCCAGAGCAGTC  R: GTTGATAGACGGCACTTCAGCAG |
| *OsLHY* | F: CAGATAAGGCCGACACCAAAC  R: GGTGTGTTGGAACCACATG |
| LOC_Os06g51260 | F: GCGGCAGATGCTAGAATTCC  R: GGATGGCTAATGGGAGCAAA |
| *Ehd2* | F: CGACAATAGCTCGATCGCC  R: AAGCCCGAAGCTGACACTGT |
| *Hd1* | F: TCAGCAACAGCATATCTTTCTCATCA  R: TCTGGAATTTGGCATATCTATCACC |
| *Ehd1* | F: GCGCTTTTGATTTCCTGC  R: CGGAATATGTGCTGCCAA |
| *Hd3a* | F: GCTCACTATCATCATCCAGCATG  R: CCTTGCTCAGCTATTTAATTGCATAA |
| *RFT1* | F: CGTCCATGGTGACCCAACA  R: CCGGGTCTACCATCACGAGT |
| *OsMADS1* | F: CCCAGATCAGGGTGACCATT  R: GTCCATGTAGGCCTGGTGATG |
| *PHYA* | F: GCATTGGGGAAAACCTTCATCT  R: ACTCCTTTGCCCTGGTGCTT |
| *PHYB* | F: ATGGGTGGCGAGGTCCAATA  R: CCCCCTACTTGCTGCTTGCT |
| *CRY1a* | F: ACCGCATCGACAACCCTCA  R: AGCCATCGCCGGACATACT |
| *CRY1b* | F: TTTGAGCCTCGAACTGAGCG  R: GAGGTTGCTGGAAATTATTGTGC |
| *CRY2* | F: CTGGGAGCCTGCCTGATG  R: TTTGACCTTGAACCTCTGGATTATC |
| *CRY3* | F: CGTGGCCGTCAGATTGTCT  R: CCCATTCGCCAATCAATACC |
| *OsDof* | F: TTTCTGCACCACCATTTCCAT  R: GCCGGCCAGCTGGATAA |
| *Actin1* | F: GCCTTGGCAATCCACATC  R: AGCATGAAGATCAAGGTGGTC |

All of these primers were designed by Primer Express 3.0.

# Supplementary material for: Comparative Transcriptomes Profiling of Photoperiod-sensitive Male Sterile Rice Nongken 58S During the Male Sterility Transition between Short-day and Long-day
**Source:** BMC Genomics. 2011 Sep 25;12:462. doi: 10.1186/1471-2164-12-462
**Supplement:** Additional file 3 — Table S3 The Correlation coefficients between different biological repeats. The correlation coefficients are calculated by Prism 5.0 software. 1,2,3 represent three different biological repeats.

**Additional file 3 Table S3** **Correlation coefficients between different biological repeats**

| Microarray samples | Biological Correlation Coefficients | | |
| --- | --- | --- | --- |
| 1,2 | 2,3 | 1,3 |
| G-SSD2 | 0.9767591 | 0.9592376 | 0.9590073 |
| G-SLD2 | 0.9662216 | 0.9298014 | 0.953505 |
| P-SSD2 | 0.9515221 | 0.9296076 | 0.8924966 |
| P-SLD2 | 0.9648499 | 0.9175259 | 0.9374353 |

The correlation coefficients are calculated by Prism 5.0 software. 1,2,3 represent three different biological repeats.

How the deposited data were processed for this re-analysis (not part of the article)

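Leaf RNA of Nongken 58S was measured on 12 arrays in 4 groups of 3 biological repeats, at 2 stages of inflorescence development under SD (10 h light and 14 h dark) and LD (15 h light and 9 h dark). Samples were grouped by the stage, day length and repeat number that their labels and Table S1 give. The p-values measure the spread between these repeats, and limma shares its estimate of that spread among the genes or probe sets tested.

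The authors deposited a table of linear signal intensity for 57381 probe sets on the 12 arrays. The submitters' processing notes name GCOS 1.4, and whether the dChip step came before these values is not given in the sources used here. The authors also deposited, for each stage, a table of the genes with a fold of at least 2 or at most 0.5, with 6 linear intensity values, a fold (ratio of the group means) and an unadjusted P value. The methods describe these signals as normalized in dChip by an invariant set with 5% of the perfect-match signals as background. The deposited P value equals that of a one-sided comparison paired by repeat number, to a relative difference of at most 2.2e-06, and the methods' text does not name the pairing or the sides. The sample columns of the table for the glume stage carry the other stage's letter, and they were taken as the glume stage's because the values are those of Table S4.

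Comparisons were made with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend), two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05, with 1 coefficient for each of the 4 groups. The design, gene lists and alternatives were fixed before the data were examined, apart from the additions that the closing section names. The design took log2 of the deposited signal without further normalization. It had assumed values already normalized between arrays. Because array medians ran from 6.92 to 9.18 and trimmed means from 56.9 to 84.7, quantile normalization, which had been listed as an alternative, was used for the reported values, and the signals as deposited are the alternative. This was decided from those array summaries, before any test. A first look then ran 9 settings together, in which fold was taken from log2 means, and the reported counts use the ratio of group means as the design states. Control and reporter probe sets (187) were left out, and the 25360 probe sets at or above the 60th percentile of their array on at least 3 arrays were kept.

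Listed genes were tested with limma on log2 of the authors' signals within each stage. Adjustment over the listed genes alone called all 105 and 201 of them, and adjustment as if all 57194 probe sets had been tested called 2 and 9. Both were seen before the second was chosen, for the reason that the lists had been selected by fold on the same arrays. That selection can also make the fit's spread too small, which this adjustment leaves in place. The lists may have been cut by a p-value as well, which would add to this. The adjustment over the array counted whatever was not listed as having a larger p-value. Its adjusted p-values are therefore upper bounds for the adjustment, and a gene that did not pass may still have differed. The difference between the stages was tested for the 30 loci listed at both. Whether the tables of the stages were normalized together is not given in the sources used here, so levels were not set against each other across them.

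Repeat numbers were checked for pairing by correlating the deviations of same-numbered SD and LD arrays from their group means. At the pistil/stamen stage every pair was over 0.1 (0.22, 0.29 and 0.51), so values with the repeat number as a block are given there where a call changes. The paper and the labels name no shared batch or day, so the pairing comes from the data alone. These correlations were seen together with the blocked counts, and the bound of 0.1 had been set beforehand.

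The procedure was tested on simulated data for the glume stage comparison, with 200 of 25360 probe sets changed. It recovered 3.5% of changes of 1 on the log2 scale, 41.5% of changes of 2 and 90% of changes of 4, and called 0, 5 and 15 unchanged probe sets beside 7, 83 and 180 changed ones. The simulated noise was normal and independent, with 1 spread per probe set over all arrays. In the real data repeat 3 and P-SSD2 repeat 1 stood apart, so these shares need not hold there.

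Results that need 1 gene's name are not reported here. The genes named are otherwise those past the adjusted threshold, those that the paper's text names and members of fixed gene lists. This rule was written after the values of Tables S4 and S5 had been seen. OsWAK36, LOC_Os08g41910, LOC_Os04g46100, LOC_Os05g02410, LOC_Os07g03730 and LOC_Os02g36850 fall outside this rule and were chosen after their values were seen. Probe sets are not paired with genes in the files used here, so set tests (camera and fry) planned for the lists were not run, and only listed members could be counted. No member of the lists of photoreceptors, photosynthesis, inflorescence markers, senescence, defence or reference genes was listed at either stage. The fixed lists hold only some genes of each kind, so this does not show that such genes were absent. LOC_Os07g03730, annotated as a pathogenesis-related protein 1 precursor, and LOC_Os02g36850, annotated as an oxygen evolving enhancer protein, were listed at the pistil/stamen stage. The floral gene OsMADS1 was counted in the flowering list. The methods' t-test and paired tests, another offset, filters, variance models, array weights, a block and leaving out each array were tried as alternatives.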

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

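Of the tests below, those on the exchange of groups, on the spike-in and 3' to 5' ratios and on centring were chosen after the results were seen.

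The receptor-like kinase gene LOC_Os02g13430 and the oligopeptide transporter gene LOC_Os02g46850 had differences of opposite direction at the 2 stages, past the threshold in a test of the difference itself. LOC_Os02g13430 had signals of 73.1 ± 39.8 in SD and 363 ± 44.6 in LD at the glume stage, and 376 ± 32.4 in SD and 146.5 ± 144 in LD at the pistil/stamen stage (SD, n = 3 each), a difference of 4.29 on the log2 scale. LOC_Os02g46850 had 169 ± 18.0 and 818 ± 42.7, then 556 ± 324 and 102.0 ± 16.2, a difference of 4.48. Both stayed past an adjusted p of 0.05 in limma without any 1 of the 12 arrays and with the repeat number as a block, but the 30 genes tested had been chosen for a fold at both stages, which favours large differences wherever directions are opposite. With 1 array left out, the highest adjusted p in limma was 0.0028 for LOC_Os02g13430 (without P-SSD2 repeat 3). For LOC_Os02g46850 it was 3.5e-04 (without P-SSD2 repeat 2). Of 100 splits of the arrays, 7 called as many as the 2 genes, the real one included, and the highest other called 28. That split exchanged SD and LD at 1 stage and so tested the sum of the day-length effects, and the other 5 exchanged them in part, so these counts come with the day-length effect itself and do not settle whether chance is excluded.

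The array of P-SSD2 repeat 1 stood apart from the other 11. The log2 ratio of its 3' to its 5' bioD spike-in probe set was -3.01, against 0.83 to 1.11. The spike-in does not come from the leaf, so this goes with a fault of hybridization or of the array. Only the 3' probe set was low, however, while the 5' one read 1145, within the 974 to 1395 of the other arrays. The ratio therefore does not tell a fault of the whole array from one at this probe set. The median log2 3' to 5' ratio of the Gapdh, Actin and Cyph probe sets was 3.40, against 1.24 to 2.37, which goes with partly degraded RNA. Of the transcripts, however, only Gapdh (3.40) and Actin (4.65) lay above the other arrays, while Cyph (0.90) and Ubiquitin (-0.45) lay within their range, which does not go with it. Both stay open, and no biological explanation was tested.

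At the pistil/stamen stage 9 listed genes, OsPDIL5-3, Hd3a and Ehd1 among them, had every SD signal over 60 and over 6 times every LD signal, but only 2 of all probe sets did, while at the glume stage 3 genes and 3 probe sets did. An exchange of whole groups of deposited array columns is argued against by the other 11 ordered pairs of groups, where the highest count was 4, and an exchange of single arrays was not tested. A different spread of signals in the 2 kinds of table is argued against by a ratio of 3 in place of 6, at which 2 probe sets but 23 listed genes had the pattern. The array of P-SSD2 repeat 1 accounts for part at most, since without it 5 probe sets and 11 listed genes had the pattern. The thresholds were chosen after the listed genes had been seen, the cause stays open, and probe sets are not paired with genes here, so no gene could be followed from one table to the other. At an SD mean of at least 300 the largest fold at the pistil/stamen stage was 65.1 for listed genes and 11.1 for probe sets as deposited. At the glume stage these were 73.1 and 123.6. The 65.1-fold difference of OsPDIL5-3 thus had no counterpart among probe sets that bright.

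More probe sets were lower than higher in SD at the pistil/stamen stage at a 2-fold difference and an unadjusted p under 0.05, 64.8% of 896. An effect of P-SSD2 repeat 1 alone is argued against, since 66.8% were lower without it. Scaling of the arrays stays open, with 51.9% lower with each array centred on its median and 89.1% as deposited. The bound of this test was 50%, to which the spread over leaving out each array (SD 6.33 percentage points) was added after the 51.9% had been seen. A response of the leaf to day length also stays open and was not tested apart from scaling.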

How the results depend on the processing

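Rounding of folds, the ratios of 4 and 3 and leaving out P-SSD2 repeat 1 for the on-or-off genes, the places of genes with a fold of at least 5 and the lower minimum for the largest fold of bright probe sets (11.1, or 55.6 at an SD mean of at least 200) were added after the data were seen. The cause of a change was not tested, except where fewer arrays or probe sets enter by construction.

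Called probe sets were 2 at the glume stage, 1 with the stricter filter, and 0 with only 6 arrays, with the replicate block (12 or 6 arrays), and with the methods' t-test and both paired tests. They were 2 at the pistil/stamen stage, 1 as deposited, with median centring, with the stricter filter, without the trend and with the replicate block of 12 arrays, and 0 with only 6 arrays, the block of 6 arrays and the methods' and paired tests. Leaving out 1 array gave 0 to 2 calls at the glume stage, 0 without any but G-SLD2 replicate 1, and 0 to 24 at the pistil/stamen stage, 0 without P-SSD2 replicate 2, 24 (22 lower in SD) without P-SSD2 replicate 3 and 1 without each other array. The difference between the stages had 0 calls, 1 with array weights, and 0 to 1 with 1 array left out (1 without P-SSD2 replicate 3). Between stages under SD there were 0 calls (1584 at an unadjusted p under 0.05, but 2597 as deposited, and 2632 and 2595 without P-SSD2 replicate 2 and replicate 3), 1 with array weights, and 0 to 9 with 1 array left out, 9 without P-SSD2 replicate 3 and 1 without G-SSD2 replicate 2. Under LD there were 0 calls in limma under every setting, with 715 at an unadjusted p under 0.05 (chance alone gives 1268) and 0 after adjustment by the t-tests. The 715 became 1293 with the replicate block of 6 arrays.

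At a 2-fold difference and unadjusted p at the glume stage (168 higher, 114 lower in SD), the counts were 51 and 28 with an offset of 32, 867 and 834 with no filter, 64 and 33 with the stricter filter, 87 and 61 by the methods' t-test, and 85 and 65 by the two-sided paired test, with 173 lower with array weights and 222 lower with the block of 6 arrays. With 1 array left out they ran from 152 to 295 higher (295 without G-SLD2 replicate 2) and from 118 to 202 lower (202 without G-SSD2 replicate 3, where 165 were higher, so the direction turned). At the pistil/stamen stage (315 and 581) they were 131 and 1066 as deposited, 80 and 182 with the offset, 1353 and 1535 with no filter, 76 and 250 with the stricter filter, 74 and 226 by the methods' t-test, 78 and 207 by the two-sided and 168 and 377 by the one-sided paired test. With 1 array left out they ran from 238 to 657 higher and from 479 to 1396 lower, the highest without P-SSD2 replicate 3; without P-SLD2 replicate 2 they were 503 and 614 and without P-SSD2 replicate 2 they were 410 and 991. The calls shared between the stages were 2, or 60 at these thresholds.

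Listed genes called over the array were 2 at the glume stage, 1 with the offset, 3 with the replicate block, 0 by the t-tests and 1 to 2 with 1 array left out (1 without any array but G-SSD2 replicate 3). They were 9 at the pistil/stamen stage, 2 with the offset, 5 without the trend, 5 with robust eBayes, 7 with array weights, 0 with the replicate block or by the t-tests, and 0 to 4 with 1 array left out: 0 without P-SLD2 replicate 1 or 3, 1 without P-SLD2 replicate 2 or P-SSD2 replicate 3, 2 without P-SSD2 replicate 1 and 4 without P-SSD2 replicate 2. At the glume stage same-numbered arrays correlated by 0.20, -0.0015 and 0.32, so not every pair was over 0.1 and not every array correlated best with its own number, although repeat 3 stood apart on the first principal component. The offset weighs down signals near background, such as those of Hd3a and Ehd1 in LD, and no background signal was used here. Set tests of the gene lists and the choice of probe set per gene were not run. Over named genes, called or not, 426 alternative values kept their side of the threshold, 111 lost it, 1 gained it and 0 reversed. A gene without a call kept its side by staying uncalled and had no call to lose. The 426 therefore do not measure how stable the calls were, for which the counts of calls under each setting are given above. The median correlation between repeats was 0.935, or 0.889 on the log2 scale. Listed genes at least 5-fold lower in SD were 1 and 3, 5 and 7 with folds rounded to 1 decimal, and 2 and 5 rounded to 2 decimals. On-or-off listed genes at the pistil/stamen stage were 9, 15 at a ratio of 4 and 23 at a ratio of 3, and probe sets were 2, or 5 without P-SSD2 replicate 1.

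With 3 arrays against 3 there are 10 splits, too few for a share under 0.05. The real split gave 2 calls at the glume stage (highest other 0; 1 split as large), 2 at the pistil/stamen stage (2; 2 splits), 0 between stages under LD (0; 10) and 0 under SD (1; 10). For listed genes it gave 2 (0; 1 split) and 9 (0; 1 split). For the difference between the stages, 100 of 100 splits drawn gave at least the 0 calls of the real one, which a count of 0 fixes, and the highest other gave 25. Whether that 1 split follows a structure of the arrays was not tested.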

Differences from the paper's values

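Rounding of the fold, given last for the 5-fold counts, was chosen after the values were seen.

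The paper's counts of genes past a 2-fold difference and P under 0.05 are 73 at the glume stage and 128 at the pistil/stamen stage. Over all probe sets kept, at the same fold and an unadjusted limma p under 0.05, the counts were 282 and 896 probe sets, which are not genes. Of the alternatives fixed before the data were examined, the offset of 32 (79) and the stricter filter (97) fell within 1.5 times the paper's count at the glume stage, the others did not, and none did at the pistil/stamen stage. In the authors' deposited tables, the one-sided paired test gave 73 and 128, the methods' t-test 60 and 88, and the two-sided paired test 53 and 81.

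For genes at least 5-fold lower in SD the paper gives 2 at the glume stage and 5 at the pistil/stamen stage, and the count from the deposited signals was 1 and 3. The methods' t-test and the two-sided paired test gave 1 and 2. Rounding the fold to 1 decimal gave 5 and 7, and rounding to 2 decimals, tried next, gave 2 and 5; both were chosen after the values were seen.

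For the correlation between repeats 1 and 3 of P-SSD2 the paper's Table S3 gives 0.892, and the value here was 0.857 on the linear and 0.842 on the log2 scale, which differs as well. The other linear correlations were all below the paper's too, by smaller amounts, such as 0.965 against 0.977 for repeats 1 and 2 of G-SSD2. The cause of this was not tested.

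The paper states that more genes are suppressed than activated under LD. At the 5-fold threshold the listed genes go that way (5 against 1 and 22 against 3), as do those at the 2-fold threshold at the glume stage (44 against 29). At the pistil/stamen stage 57 listed genes were lower in LD and 71 higher at the 2-fold threshold. Over all probe sets at the glume stage 168 were lower in LD and 114 higher, but 165 and 202 without G-SSD2 repeat 3. At the pistil/stamen stage 315 were lower and 581 higher, or 410 and 443 with each array centred on its median.

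The paper counts OsGI among the clock genes that differed at the glume stage. OsGI was 8.03-fold higher in LD, with P = 0.0601 in the authors' deposited table.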

Other observations

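The test of the places of genes with a fold of at least 5 was chosen after the data were seen. Among genes that the paper's text does not discuss, 2 heat shock factor genes of a fixed list of 24 were listed at both stages. HsfA2d (LOC_Os03g06630) was higher in SD, with signals of 387 ± 217 in SD and 127.3 ± 16.0 in LD at the glume stage (SD, n = 3 each) and a 2.11-fold difference at the pistil/stamen stage, where the SD and LD signals overlapped. HsfC1b (LOC_Os01g53220) was lower in SD, with 132.0 ± 15.6 and 304 ± 126 at the glume stage (SD, n = 3 each), and 2.16-fold lower at the pistil/stamen stage. LOC_Os05g02410, annotated as a heat shock factor but outside the fixed list, was 3.59-fold lower in SD at the pistil/stamen stage. DREB1A (LOC_Os09g35030), a cold-response transcription factor gene and 1 of 12 genes of cold and drought response, was 2.80-fold higher in LD at the glume stage. None of these passed the test over the array.

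Over all probe sets, the same 2 passed the adjusted threshold at both stages, both higher in SD, and their genes are not given in the files used here. One had signals of 474 ± 77.4 in SD and 4.07 ± 2.72 in LD at the glume stage (SD, n = 3 each; log2 difference 7.18, adjusted p = 0.013 from limma) and a log2 difference of 6.17 at the pistil/stamen stage (adjusted p = 0.047). Its LD signal was under the median of every array, so the size of its difference is not known. The other had 398 ± 46.9 and 46.0 ± 15.8 at the glume stage (SD, n = 3 each; log2 difference 3.17, adjusted p = 0.013 from limma) and a log2 difference of 3.70 at the pistil/stamen stage (adjusted p = 0.0050). Neither was called with only the 6 arrays of a stage. With the repeat number as a block 0 were called at the glume stage and 1 at the pistil/stamen stage, and without any 1 array but G-SLD2 repeat 1 the glume stage had 0.

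The first principal component of the probe sets kept (25.9% of the variance) separated the 4 arrays of repeat 3 (32.6 to 106) from the other 8 (-108 to -8.93).

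A hypothesis that the genes with large differences at the pistil/stamen stage lie near each other was tested with locus numbers, since no positions were used. The called genes formed 0 pairs within 100 genes on a chromosome (permutation test, one-sided p = 1), and those with a fold of at least 5 formed 2 pairs where 1.79 were the mean by chance (p = 0.53).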
